# Transcriptional Differences in Lipid-Metabolizing Enzymes in Murine Sebocytes Derived from Sebaceous Glands of the Skin and Preputial Glands

**DOI:** 10.3390/ijms222111631

**Published:** 2021-10-27

**Authors:** Katharina Klas, Dragan Copic, Martin Direder, Maria Laggner, Patricia Sandee Prucksamas, Florian Gruber, Hendrik Jan Ankersmit, Michael Mildner

**Keywords:** skin, sebaceous gland, preputial gland, scRNA-sequencing, lipid, sebocyte differentiation, bioactive lipid synthesis

## Abstract

Sebaceous glands are adnexal structures, which critically contribute to skin homeostasis and the establishment of a functional epidermal barrier. Sebocytes, the main cell population found within the sebaceous glands, are highly specialized lipid-producing cells. Sebaceous gland-resembling tissue structures are also found in male rodents in the form of preputial glands. Similar to sebaceous glands, they are composed of lipid-specialized sebocytes. Due to a lack of adequate organ culture models for skin sebaceous glands and the fact that preputial glands are much larger and easier to handle, previous studies used preputial glands as a model for skin sebaceous glands. Here, we compared both types of sebocytes, using a single-cell RNA sequencing approach, to unravel potential similarities and differences between the two sebocyte populations. In spite of common gene expression patterns due to general lipid-producing properties, we found significant differences in the expression levels of genes encoding enzymes involved in the biogenesis of specialized lipid classes. Specifically, genes critically involved in the mevalonate pathway, including squalene synthase, as well as the sphingolipid salvage pathway, such as ceramide synthase, (acid) sphingomyelinase or acid and alkaline ceramidases, were significantly less expressed by preputial gland sebocytes. Together, our data revealed tissue-specific sebocyte populations, indicating major developmental, functional as well as biosynthetic differences between both glands. The use of preputial glands as a surrogate model to study skin sebaceous glands is therefore limited, and major differences between both glands need to be carefully considered before planning an experiment.

## 1. Introduction

The skin provides a variety of adnexal structures, including the pilosebaceous unit, which comprises the hair follicle, arrector pili muscle and the sebaceous gland. The latter contributes critically to epidermal homeostasis and barrier function by secreting lipids and enzymes [1]. Sebaceous gland (SG) development is tightly coordinated with the formation of the hair follicle (HF) [2,3]. The most prominent functions of SGs are the production of sebum and the trafficking of lipids and lipid-soluble factors to the skin surface [4]. Sebum mainly consists of non-polar lipids, including triglycerides, fatty acids, wax esters, cholesterol and squalene [5]. Sebum production follows a highly specific program where pre-sebocytes undergo a maturation and differentiation process. During this differentiation program, sebocytes (SEB) from the outer epithelial layer of the sac-like gland structure move towards the lumen to the hair shaft, ultimately leading to cell death. The amount of intracellular lipids constantly increases during differentiation until the so-called “necrotic zone” is reached and terminally differentiated sebocytes undergo membrane lysis and nuclear degradation, thereby releasing their cellular content [5,6,7]. SG lineage differentiation relies on a well-balanced equilibrium of canonical Wnt/β-catenin and c-myc/Hedgehog signaling. SEB progenitors usually express high levels of β-catenin. Lymphoid enhancer-binding factor-1 (*Lef1*) serves as an essential regulatory factor controlling lineage differentiation towards either HF or SG cells [8,9,10]. Terminally differentiated SEB express high levels of stearoyl-CoA desaturase 1 (*Scd1*) and peroxisome proliferator-activated receptor γ (*Pparg*). Both factors are known to critically contribute to SG differentiation and the formation of a functional epidermal barrier by regulating keratinocyte differentiation [10,11]. SG function and lipid composition were linked to several inflammatory dermatoses, including, for example, acne vulgaris, atopic dermatitis, psoriasis, rosacea and seborrheic dermatitis with tremendously changed levels of squalene and bioactive sphingolipids such as ceramide (CER) [12,13,14,15,16,17,18,19,20,21].

Squalene represents one of the most abundant lipid components found in human sebum [22]. It serves as a precursor for cholesterol, which is lastly synthesized by epidermal keratinocytes rather than SEB, as they lack the necessary enzymes required for the final conversion steps [12,23,24]. Squalene synthesis occurs via the mevalonate/isoprenoid pathway, which yields either non-sterol compounds, such as ubiquitin, heme and dichols, or sterol compounds, including squalene and cholesterol.The mevalonate pathway is initiated by the conversion of acetoacetyl-CoA to β-hydroxy-β-methylglutaryl-CoA (HMG-CoA) by HMG-CoA synthase (*Hmgcs1*). The name-giving intermediate mevalonate is further synthesized from HMG-CoA by HMG-CoA reductase (*Hmgcr*). Upon several intermediate synthesis steps, mevalonate is converted to geranyl diphosphate, which serves as a substrate for farnesyl diphosphate synthase (*Fdps*). Upon synthesis of farnesyl diphosphate, the mevalonate pathway may follow either the non-sterol branch or the sterol branch. Within the latter route, squalene synthase (*Fdft1*) synthesizes squalene from its precursor farnesyl diphosphate, thereby catalyzing the first step of the cholesterol-specific sterol branch of the isoprenoid biosynthetic pathway [25,26,27,28,29].

Biologically active sphingolipids, including sphingomyelin, ceramide and sphingosine 1-phosphate, received increasing attention over the past years with regard to their critical role in signaling cascades, regulating a vast array of cellular functions [30]. Furthermore, these lipids are important for the establishment of a functional skin barrier [17,18,30,31,32,33,34,35]. Under homeostatic conditions, these lipids are formed via the sphingomyelinase pathway by de novo synthesis or by the recycling of sphingosine via the salvage pathway [36,37,38]. Depending on external stimuli, this sphingolipid synthesis favors different lipid products. UV-radiation, chemotherapy and death receptor ligation trigger CERs and sphingosine synthesis, functioning as potent pro-apoptotic mediators [30,39]. In contrast, growth factors (e.g., platelet-derived growth factor, insulin-like growth factor, vascular endothelial growth factor), cytokines such as TNF and interleukin-1, hypoxia and immune complexes promote sphingosine 1-phosphate synthesis [30]. In order to counteract the pro-apoptotic functions of CER, cells can evade CER-induced cell death by its conversion to non-apoptotic metabolites such as sphingosine 1-phosphate [40]. Sphingosine 1-phosphate and its synthesizing enzyme sphingosine kinase 1 were not only proven to promote cell survival and proliferation but also seem capable of actively inhibiting CER-mediated apoptosis [41]. The initial step of the de novo sphingolipid synthesis pathway occurs in the endoplasmic reticulum where serine palmitoyltransferase (*Sptlc1*) condensates serine and palmitoyl-CoA [36]. After several consecutive enzymatic intermediate steps, CER is formed, which can be further trafficked to the Golgi apparatus where it may be converted into sphingomyelin by sphingomyelin synthases (*Sgms1*) or into glucosylceramide by glucosylceramide synthase (*Ugcg*) and subsequently to glycosphingolipids [37,42]. The sphingomyelinase pathway is initiated with the hydrolysis of sphingomyelin by sphingomyelinases (SMases; *Smpd1*), resulting in CER generation [37]. CER is subsequently converted into sphingosine by pH-dependent ceramidases, including the alkaline ceramidase *Acer1*, neutral ceramidase *Asah2* and acid ceramidase *Asah1* [37,43,44]. Sphingosine is further processed to sphingosine-1-P by a sphingosine kinase (*Sphk1*) [38]. In the salvage pathway, recycling of pre-formed sphingolipids via ceramide synthase (*Cers4*) results in the degradation of sphingosine to CER [37,38].

Although there are advances in the in vitro approaches using sebocyte cell lines, such as SZ95, Seb-E6E7 and SEB-1, the major drawback of SG studies is the lack of adequate organ culture models, which are indispensable to comprehensively investigate sebaceous cell differentiation, lipid production and extrusion [45,46,47]. Since preputial glands (PGs) are significantly larger and easier to obtain, they were previously used as a surrogate model for skin SGs [7,48,49]. PGs are specialized sebaceous-like glands found in male rodents. Several studies investigating skin sebocytes were built on data obtained from PG sebocytes [50,51,52,53,54]. Here, we investigated the differences between SG- and PG-derived sebocytes on a single-cell level to elaborate their suitability as a model for skin sebaceous glands.

## 2. Results

### 2.1. Significant Differences in Gene Expression between Sebocytes Derived from Skin SGs and PGs

Since PGs were previously used as a model for skin SGs, we wanted to investigate their differences and similarities in more detail. Hematoxylin and Eosin (H&E) staining (Figure 1A) and immunofluorescence (IF) (Figure 1B) were performed to obtain an overview of potential morphological differences between SEB derived from skin (sSEB) and PG (pSEB) (Figure 1A,B). Both H&E staining and IF for Stearoyl-CoA desaturase (*Scd1*) revealed high morphological similarities between SEB of the glands of both tissue types. Skin sebocytes were only detected within the sebaceous gland in close proximity to a hair shaft. Preputial gland sebocytes were extensively distributed throughout the gland. Despite the larger size and therewith resulting higher numbers of SEB within the PG, overall morphology highly resembles sSEB. In both tissues, the gradual differentiation of SEB from less differentiated, nucleated SEB on the outer edges of the SG and further away from the lumen of the PG was observed. In SG as well as PG, nuclear degradation was detected in SEB closer to the hair canal or the glandular lumen, respectively, indicating a mature or fully differentiated state of the SEB. The size and gross shape of SEB were similar in both tissues.

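Back skin and preputial glands (PG) of 3 mice aged 52 weeks were dissociated, the cells of the 3 mice were pooled by tissue, and 1 droplet-based library was sequenced per tissue. The authors deposited the counts of unique molecular identifiers (UMIs) that Cell Ranger 4 gave for each gene and barcode, without normalization and for every barcode on the barcode list. The skin library held 37675226 UMIs in 571670 barcodes with at least 1 UMI, and the PG library held 26288071 UMIs in 309839 barcodes. The paper's text names filters on UMIs and on the mitochondrial share without their limits. Here, a barcode was kept as a cell with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs, and with at most 15066 UMIs in skin or 10980 UMIs in PG, the same percentile of the barcodes that passed the lower limits. The cells with the highest scores for resemblance to simulated doublets, 627 in skin and 175 in PG, were removed. This left 8226 cells in skin with a median of 2326 UMIs and 4497 cells in PG with a median of 2691 UMIs. A stricter lower limit of 1000 genes and 2000 UMIs moved these numbers most, to 4385 and 2771 cells.
Each library was clustered on its own with the Leiden algorithm, and the 57 genes whose values were to be compared were left out of the genes used for clustering. Clusters were named only from marker genes chosen in advance and are called keratinocyte-like, sebocyte-like and so on. For each group of cells, the UMIs of a gene were summed and divided by the UMIs of all genes in the group, as CPM, and tissues were compared as the log2 ratio of CPM, PG over skin. With 1 pooled library per tissue there is no spread between animals and no test between tissues, so both values are given, and all intervals are exact 95% intervals that cover counting error only. The library and the tissue cannot be told apart in this design. The barcode lists of the libraries also differ, with 6794880 barcodes for skin and 737280 for PG and 77142 barcodes in both, while the paper names a single library kit. The libraries may thus differ in their chemistry, which was not tested and would be part of every ratio between the tissues. Across 2573 genes, which are not independent replicates, the log2 ratios in sebocyte-like cells correlated with those in fibroblast-like cells (Spearman's rho 0.563, Pearson's r 0.533), so part of a ratio can be shared by cell types. The genome build and annotation are not named in the paper's text, so genes are identified by the symbols and Ensembl identifiers in the deposited files.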

In order to decipher transcriptional differences between sSEB and pSEB, we performed scRNAseq. 

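Clustering at resolution 1.0 gave 38 clusters in skin and 25 in PG. Clusters with at least 3 markers of sebocytes were clustered once more before naming, which gave 51 clusters and subclusters in skin and 37 in PG. Keratinocyte-like, sebocyte-like, fibroblast-like, immune-like and endothelial-like clusters were found in both tissues. Hair follicle (HF) matrix-like, skeletal muscle-like and melanocyte-like clusters were named in skin alone, and a smooth muscle-like cluster of 32 cells in PG alone. A skin cluster of 154 cells had smooth muscle markers but was left unnamed, because it also had markers of keratinocytes.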

Unbiased analysis of the data set and cluster generation revealed comparable cell type composition in both samples (Figure 1C). All populations were identified based on computed cluster-specific markers and well-established marker genes (Supplementary Figure S1). Cell clusters were identified as keratinocytes, fibroblasts, immune cells, endothelial cells, muscle and smooth muscle cells and SEB. 

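Each cluster was named from at least 3 detected markers of its class. The keratinocyte-like class was made of 26 clusters or subclusters in skin and 15 in PG, and the fibroblast-like class of 4 and 5. All skin sebocyte-like cells came from a single subcluster with 9 sebocyte markers, among them *Cidea*, *Scd1*, *Mgst1* and *Soat1*. In PG, 9 clusters or subclusters were sebocyte-like, and the stress-associated genes *Depp1*, *Pdk4* and *Ier2* were among the leading genes of a subcluster of 42 of these cells. Clusters that stayed unnamed held 3.90% of the cells in skin and 8.12% in PG. In PG these were the 365 cells of a single cluster with keratinocyte markers whose leading genes included the smooth muscle marker *Tagln*.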

Interestingly, the relative numbers of the different cell types varied between the skin and PG (Figure 1D). Whereas PGs contained fewer keratinocytes, relative numbers of immune cells and SEB were higher in PGs. 

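Keratinocyte-like cells made up 65.5% of the 8226 skin cells (exact binomial 95% interval 64.4 to 66.5%) and 52.8% of the 4497 PG cells (51.3 to 54.2%). Immune-like cells made up 3.42% (3.03 to 3.83%) in skin and 5.60% (4.95 to 6.32%) in PG. Sebocyte-like cells numbered 49 in skin, or 0.596% (0.441 to 0.787%), and 808 in PG, or 18.0% (16.9 to 19.1%). With the HF matrix-like cells added, as the paper counts HF-associated clusters among the SEB of skin, the skin share was 14.0% (13.3 to 14.8%). Fibroblast-like cells made up 11.2% in skin and 13.6% in PG, and endothelial-like cells 1.06% and 1.25%. Of the alternatives, clustering both libraries jointly moved the share of keratinocyte-like cells most, from a log2 ratio of -0.31 to -1.97. The order of the fibroblast-like shares reversed with at least 1000 genes and 2000 UMIs per cell, with a log2 ratio of -0.96. The 49 skin cells were not always named as sebocyte-like. With no upper limit on UMIs all 49 were counted among keratinocyte-like cells, and no skin cluster was sebocyte-like with a lower limit of 200 genes and 500 UMIs or a mitochondrial share of at most 5% either. From the relative numbers in both tissues, the paper states that cell type shares vary between skin and PG.

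**Figure D1:**
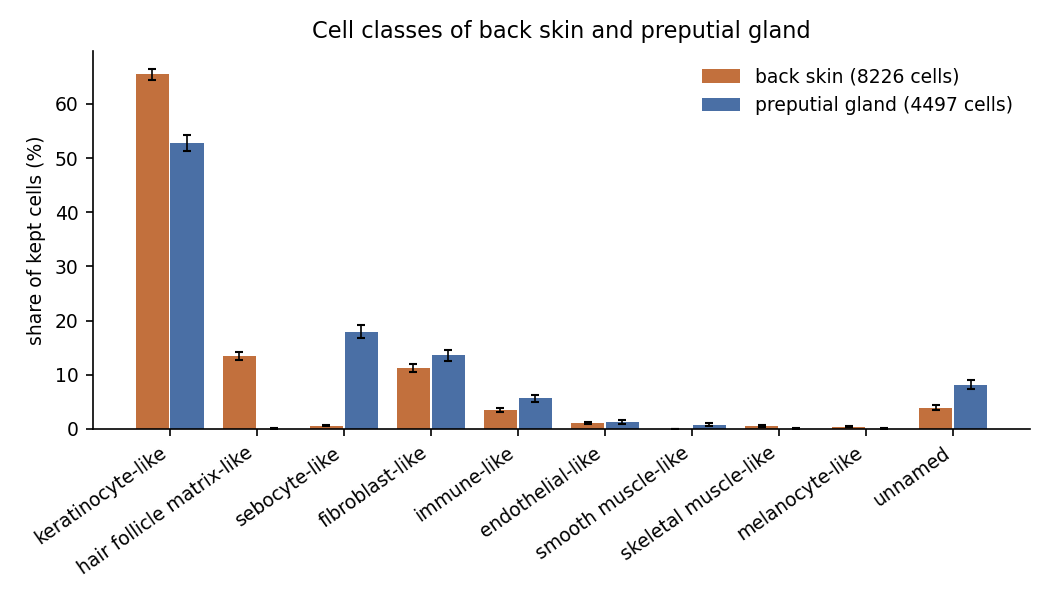
Share of kept cells (%, vertical axis) in each named cell class for back skin (orange) and PG (blue), with bars for the share and error bars for the exact binomial 95% interval, which covers counting error only. Sebocyte-like cells make up 18.0% in PG and 0.596% in skin, and HF matrix-like cells appear in skin alone.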

Although SEB clustered together in the skin and PGs (Figure 1C, purple), a striking difference in cluster shape was observed, already indicating differences in gene expression.

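The sebocyte-like cells of each tissue were clustered again on their own at resolution 0.5, with 15 principal components. The 49 cells of skin formed 2 subclusters and the 808 cells of PG formed 6. The HF matrix-like cells of skin, 1106 cells in 7 clusters with a median of 3472 UMIs, were kept apart from the sebocyte-like cells, whose median was 3914 UMIs in skin and 4649 in PG. Where values are given for skin SEB including HF-associated cells, both groups were summed, which gave 4741949 UMIs, of which 205630 were from sebocyte-like cells. The PG sebocyte-like cells held 3949011 UMIs.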

For a more detailed characterization, we subclustered SEB yielding five distinct SEB subpopulations in skin SGs and three in PGs (Figure 2A). 

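The genes *Krt27* (ENSMUSG00000017588), *Krt17* (ENSMUSG00000035557), *Hoxc13* (ENSMUSG00000001655) and *Wnt5a* (ENSMUSG00000021994) were left out of the genes used for clustering. In the HF matrix-like cells of skin, *Krt27* stood at 534 CPM and *Krt17* at 1342 CPM, against 34.0 and 160 CPM in the skin sebocyte-like cells. *Hoxc13* reached 200 CPM (95% interval 187 to 213) in HF matrix-like cells and had no UMI among the 205630 of the sebocyte-like cells, which allows up to 14.6 CPM. For *Wnt5a*, 89.9 CPM were counted in HF matrix-like cells and 14.6 CPM, or 3 UMIs, in sebocyte-like cells. *Krt17* was higher still in skin keratinocyte-like cells, at 2348 CPM, and *Wnt5a* reached 62.9 CPM in skin fibroblast-like cells.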

Closer characterization of the subpopulations present in the skin showed high expression levels of the hair follicle (HF)-associated genes, such as *Krt27*, *Krt17*, *Hoxc13* and *Wnt5a* in the major three subpopulations (HF/SEB1, HF/SEB2, HF/SEB3) (Supplementary Figure S2) [55,56,57,58,59,60,61]. 

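Subclusters were named early-like from basal markers such as *Krt5*, *Krt15* and *Col17a1* and late-like from markers of lipid-filled SEB such as *Awat2*, *Elovl3* and *Soat1*. In PG, 314 of the 808 sebocyte-like cells were early-like (38.9%, 95% interval 35.5 to 42.3%) and 45 were late-like (5.57%, 4.09 to 7.38%). The remaining PG cells fell into 4 subclusters without enough markers of either stage, of 206, 144, 75 and 24 cells. The subcluster of 75 cells was led by the stress-associated genes *Pdk4*, *Fosb*, *Nr4a1*, *Atf3*, *Fos* and *Jun*. In skin, 36 of the 49 sebocyte-like cells were early-like (73.5%, 58.9 to 85.1%) and 13 were late-like (26.5%, 14.9 to 41.1%). The early-like share of PG moved most without the removal of doublets, to 3.69%.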

The two main clusters in PG were identified as early SEB and late SEB and were both also found in the skin, though at significantly smaller numbers. The HF/SEB3 cluster was present in both skin and PG (Figure 2B). 

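No cluster of PG was named HF matrix-like, so 0 of 4497 cells allow a share of up to 0.0667%. In the PG sebocyte-like cells, *Krt27* and *Hoxc13* had 1 UMI each (0.253 CPM, 95% interval 0.00641 to 1.41) and *Wnt5a* had 5 UMIs (1.27 CPM). *Krt17* stood at 26.8 CPM there, while PG keratinocyte-like cells had 2762 CPM. The 3 clusters that the paper names HF/SEB cannot be assigned cell by cell to clusters here, so no subcluster of PG was compared with them.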

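With 1 library per tissue, no test was made and no number of differentially expressed genes is given. The spread of ratios is given instead. Among 3392 expressed genes, the log2 ratio of CPM between PG and the skin sebocyte-like and HF matrix-like cells ran from -3.15 at the 5th percentile to 2.97 at the 95th, with a median of -0.33. With the skin sebocyte-like cells alone, the range was narrower, from -2.10 to 2.05 among 3048 genes, with a median of -0.09.
A fixed rule named the 10 genes at each end of the ratios in sebocyte-like cells among genes with at least 50 CPM and UMIs in at least 10% of cells in either tissue, without cell type markers. Among those higher in PG were *Dbi* at 20889 CPM against 82.7 in skin, *Lcn2* at 2919 against 29.2, *Cyp2f2* at 1245 against 0 of 205630 UMIs, and *Agps*, *Cck*, *Pecr*, *Ephx2*, *Olah* and *Calml3*. *Lcn2* and *Cck* were also far higher in the PG library in fibroblast-like cells, by log2 ratios of at least 8.97 and at least 5.59. Among those higher in skin were *Elovl6* at 1858 CPM against 2.03 in PG, *Acadl* at 258 against 0.253, *Aadac* at 175 against 1.52, and *Rassf9*, *Gm35986*, *Tnnc2*, *Acer1*, *Cers6* and *Aff3*. *Elovl6* and *Gm35986* were among the leading genes of the skin sebocyte-like subcluster, and *Cyp2f2* of a PG subcluster, within their own tissue. *Tnnc2*, a gene of skeletal muscle, had UMIs in every skin class compared, with 99.2 CPM in fibroblast-like cells against 68.1 CPM in sebocyte-like cells.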

A total number of 663 genes was differentially expressed between sSEB and pSEB with a fold change cutoff greater than 1.5 or smaller than 0.6 (452 genes upregulated and 211 genes downregulated in the skin) (Figure 2C). In order to analyze transcriptional differences and, consequently, potential variations in the function, we performed gene ontology (GO) term enrichment analyses based on computed marker gene lists of sSEB and pSEB. sSEB GO terms were highly related to skin-specific functions such as epidermal development, epithelial cell differentiation, cell junction and cell–cell adhesion processes, as well as gland development (Figure 2D).

Contrary, genes highly expressed in pSEB were strongly related to lipid-specific GO terms involving lipid-binding and lipid-metabolic processes. Furthermore, genes involved in steroid metabolic processes were enriched in pSEB (Figure 2D). In addition, GO term analyses indicated that the sSEB cluster represented a mixture of lipid-specialized SEB and HF cells. 

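For steroid synthesis, the list fixed in advance held 16 genes of the mevalonate pathway, the sterol pathway and cholesterol uptake. In PG against the skin sebocyte-like and HF matrix-like cells, 12 of the 16 genes were higher in PG, with a median log2 ratio of 0.54, at the 96.7th percentile of the medians of 10000 random lists of the same size. Against the skin sebocyte-like cells alone, 6 of the 16 were higher in PG and the median was -0.09, at the 42.3rd percentile. The largest ratio was that of *Idi1* (ENSMUSG00000058258), with log2 ratios of 5.04 and 3.13. *Idi1* was also higher in PG in fibroblast-like cells, by a log2 ratio of 4.09, and its ratio in sebocyte-like cells fell below 0, to -0.96, when divided by that in fibroblast-like cells. In PG fibroblast-like cells, however, *Idi1* stood at 758 CPM, 6.10% of its level in the free RNA of PG. Genes of SEB such as *Awat2* and *Scd1* stood at 2.06 to 9.04% of theirs in PG cells that are not SEB, so the ratio in fibroblast-like cells may be free RNA from SEB and the division by it does not isolate a library effect. The lowest was that of *Dhcr7*, at -4.35 and -5.07, with 4 UMIs in PG. Gene ontology enrichment was not computed here, since it needs a set of genes called by a test.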

Closer analysis of key genes associated with the previously identified GO terms showed that the HF/SEB3 in skin showed high expression levels of genes involved in skin-specific functions while HF/SEB3 in PG exhibited little to no expression of those genes but high expression of lipid-associated genes (Figure 2E). Together, our data suggest remarkable tissue-specific differences between sSEB and pSEB in gene expression and consequently indicate different SEB functions.

### 2.2. sSEB and pSEB Exhibit Significant Differences in Their Differentiation Program

As our previous results suggest a high tissue-specific gene expression profile, we first compared the differentiation programs engaged by sSEB and pSEB. Analyses of key genes involved in the regulation of sebaceous cell differentiation revealed that the HF-associated clusters, HF/SEB1, HF/SEB2 and HF/SEB3, as well as early SEB in the skin, exhibited high expression levels of β-catenin (*Ctnnb1*) (Figure 3A). In addition, the Wnt/β-catenin downstream effector gene *Lef1*, which promotes differentiation towards HF cells, was strongly expressed in HF/SEB1 and HF/SEB2 clusters (Figure 3B) [9,10]. In contrast, only early and late pSEB expressed high levels of β-catenin (*Ctnnb1*) but no *Lef1* (Figure 3A,B). This finding is concomitant with previously published studies describing canonical Wnt/β-catenin signaling is critical for cell fate decision towards either HF or SG in the skin [8,10,62]. Both early and late SEB in skin and PGs showed high expression levels of *Pparg* (Figure 3C) and *Plin2* (Figure 3D) compared to HF-associated clusters (Figure 3D), indicating an advanced SEB differentiation stage. 

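*Ctnnb1* (ENSMUSG00000006932) was detected in each class of skin cells compared. It stood at 324 CPM (95% interval 307 to 341) in HF matrix-like cells, at 195 CPM (27 UMIs) in early-like SEB and at 89.0 CPM (6 UMIs) in late-like SEB. Skin keratinocyte-like cells had 157 CPM and fibroblast-like cells 144 CPM, within the interval of the early-like SEB (129 to 284). The late-like over early-like log2 ratio of -1.13 was within counting error (-2.70 to 0.17).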

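*Lef1* (ENSMUSG00000027985) had 1339 UMIs in HF matrix-like cells of skin, or 295 CPM (95% interval 280 to 311). After thinning every cell to 1000 UMIs, 23.1% of the HF matrix-like cells held a *Lef1* UMI, and 47.4% before thinning. In fibroblast-like cells, which were taken as background without a test that they lack the gene, the share was 0.217% at a median depth of 1846 UMIs. None of the 49 skin sebocyte-like cells held a *Lef1* UMI, which allows a share of up to 6.12%.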

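In PG, *Ctnnb1* stood at 151 CPM (180 UMIs) in early-like and at 140 CPM (40 UMIs) in late-like SEB. The log2 ratio of *Ctnnb1* between PG and the skin sebocyte-like and HF matrix-like cells was -1.19 (95% interval -1.34 to -1.05), and -0.21 (-0.72 to 0.34) with the skin sebocyte-like cells alone, a difference within counting error. Among the alternatives, the choice of the skin population moved this ratio most. *Lef1* had 1 UMI in 808 PG sebocyte-like cells and none in PG fibroblast-like cells, so its presence in PG SEB was not detectable above background. Against the skin sebocyte-like cells, no ratio of *Lef1* can be given, since skin had no UMI and PG was at or under 3 UMIs. Against the skin sebocyte-like and HF matrix-like cells, its log2 ratio was -10.12 (-15.43 to -7.64). The paper sets these levels beside earlier studies of Wnt/β-catenin signaling in the choice between HF and SG fates.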

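In skin, *Pparg* (ENSMUSG00000000440) stood at 109 CPM (15 UMIs) in early-like and 74.2 CPM (5 UMIs) in late-like SEB, against 0.220 CPM in HF matrix-like cells. In PG it stood at 60.5 CPM in early-like and 24.5 CPM in late-like SEB. *Plin2* (ENSMUSG00000028494) stood at 289 and 1766 CPM in early-like and late-like SEB of skin, at 791 and 1068 CPM in those of PG, and at 5.95 CPM in HF matrix-like cells. From early-like to late-like SEB of PG, *Pparg* fell by 1.30 on the log2 scale (95% interval -2.67 to -0.19), a direction that reversed to 0.94 without the removal of doublets. Between tissues, the log2 ratio of *Pparg* was 3.30 with the HF matrix-like cells in the skin population and -1.16 (-1.83 to -0.41) without them. That of *Plin2* was 4.80 with them and 0.50 (0.27 to 0.73) without them, and the latter reversed to -0.51 at a clustering resolution of 2.0, and to -2.03 and -0.19 when divided by the ratio in fibroblast-like and in immune-like cells. *Pparg* was also found in PG keratinocyte-like cells, at 24.4 CPM, against 0.193 CPM in those of skin.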

We furthermore performed pseudotime trajectory analysis of skin HF-keratinocytes (HF-KC), identified by HF-associated genes (Supplementary Figure S3A,B) and sSEB (Figure 3E) [63]. We included HF-KCs as the HF-associated SEB cluster indicated a potential cell fate decision towards differentiated keratinocytes with lineage affinity towards hair follicle keratinocytes (HF/Diff KC). 

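*Prdm1* (ENSMUSG00000038151), which encodes Blimp1, had 282 UMIs in skin keratinocyte-like cells, or 18.1 CPM (95% interval 16.0 to 20.3), and 65 UMIs in HF matrix-like cells, or 14.3 CPM (11.1 to 18.3). The skin sebocyte-like cells held 1 *Prdm1* UMI (4.86 CPM, 0.123 to 27.1). Skin immune-like cells had the most, at 41.4 CPM. The pseudotime trajectories were not analysed here.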

The starting point (green) was set at *Blimp1*^+^ (*Prdm1*) expressing stem cells (Figure 3E, Supplementary Figure S3C). The first branching point (white circle) after pseudotime start (green circle) directed cell differentiation either into SEB or HF cells. Within the HF/Diff KC cluster, there were two additional fate decision checkpoints, indicating differentiation steps within the HF cluster into different KC subpopulations found in HFs. Once the cell fate decision was made towards SEB, there was only one differentiation endpoint (marked as red circle). For pSEB, such trajectory analysis was not computed because stem cells or precursors could not be mapped with high accuracy (Supplementary Figure S3D). 

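In PG, *Prdm1* had 8 UMIs in keratinocyte-like cells, or 1.05 CPM (95% interval 0.451 to 2.06), and 6 UMIs in sebocyte-like cells, or 1.52 CPM (0.558 to 3.31). PG immune-like cells stood at 52.0 CPM, so the gene was detected in this library.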

In summary, these findings clearly indicate that sSEB and pSEB undergo strikingly dissimilar differentiation programs to reach a lipid-specialized and late differentiated state.

### 2.3. Key Enzymes of Critical Lipid Synthesis Pathways Are Differentially Expressed in sSEB and pSEB

In order to investigate differences in the lipid synthesis pathways between sSEB and pSEB, we analyzed the expression of enzymes important for the production of squalene and sphingolipids.

Analysis of the expression levels of key enzymes involved in the synthesis of squalene (Figure 4A) revealed that most of these enzymes (*Hmgcs1*, *Hmgcr* and *Fdps)* were significantly increased in late SEB in both tissues (Figure 4B–D). 

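Late-like SEB were compared with early-like SEB of the same tissue, in which the library is shared. In skin, the log2 ratio of late-like over early-like CPM was 2.26 (95% interval 1.70 to 2.85) for *Hmgcs1* (ENSMUSG00000093930) and 3.96 (3.20 to 4.81) for *Fdps* (ENSMUSG00000059743). In PG, the ratios were 3.65 (3.49 to 3.82) and 3.00 (2.75 to 3.25). Of the genes of the mevalonate and sterol list with at least 10 UMIs, 13 of 13 were higher in late-like SEB of skin, with a median of 3.62, and 13 of 15 in those of PG, with a median of 3.00. The squalene synthase gene was among those not higher in PG. The comparison rests on 13 late-like cells in skin and 45 in PG.

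**Figure D2:**
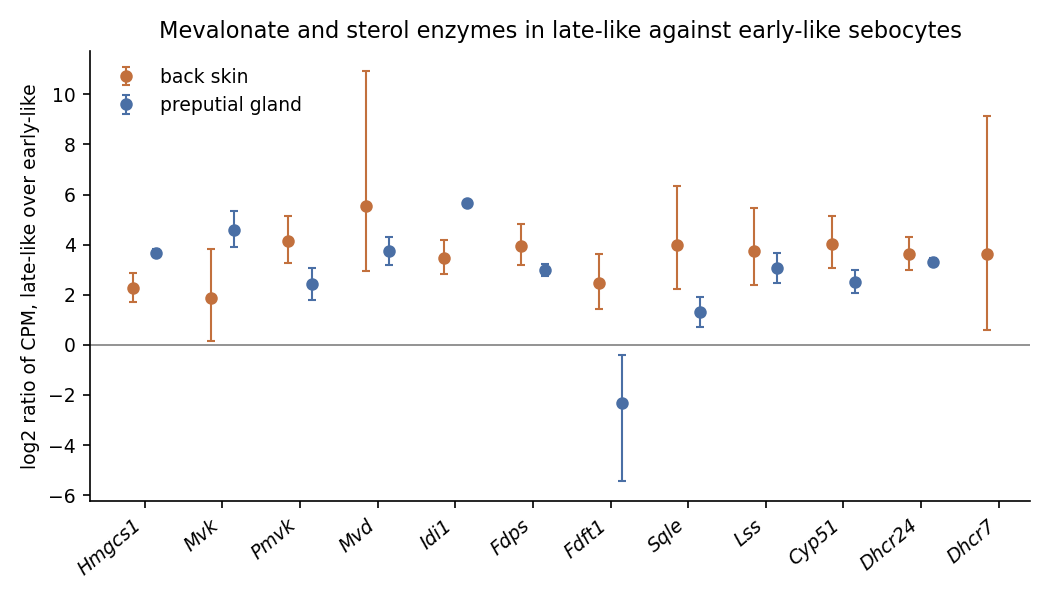
Log2 ratio of CPM in late-like over early-like SEB (vertical axis) for enzymes of the mevalonate and sterol pathways in back skin (orange) and PG (blue), with error bars for the 95% interval of counting error. All points lie above 0 except *Fdft1* in PG, at -2.33.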

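*Fdft1* (ENSMUSG00000021273), which encodes squalene synthase, had 41 UMIs in skin sebocyte-like cells, or 199 CPM (95% interval 143 to 271), and 133 UMIs in PG sebocyte-like cells, or 33.7 CPM (28.2 to 39.9). The log2 ratio was -2.57 (-3.08 to -2.02), which is a level in skin 5.92 times that in PG. With the HF matrix-like cells in the skin population, skin had 61.6 CPM and the log2 ratio was -0.87 (-1.18 to -0.57). In fibroblast-like cells *Fdft1* did not differ beyond counting error, with a log2 ratio of 0.29 (-0.67 to 1.22).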

Interestingly, expression levels of the squalene synthase (*Fdft1)* differed significantly between the skin and PGs (Figure 4E). Whereas *Fdft1* was highly expressed in sSEB, its expression was almost completely absent in pSEB, suggesting strongly reduced cholesterol synthesis. Together, these data indicate that pSEB-derived lipids produced via the mevalonate/isoprenoid pathway are more likely to follow the non-sterol branch.

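*Fdft1* rose from early-like to late-like SEB of skin, from 79.6 CPM (11 UMIs) to 445 CPM (30 UMIs), a log2 ratio of 2.48 (95% interval 1.45 to 3.63). In PG it stood at 35.3 CPM (42 UMIs) in early-like and 7.00 CPM (2 UMIs, 0.848 to 25.3) in late-like SEB, a log2 ratio of -2.33 (-5.43 to -0.39). A mitochondrial limit of 5% moved the latter most, to -0.65, with an interval that included 0. In late-like SEB the log2 ratio between PG and skin was -5.99 (-9.10 to -4.01). After thinning to 1000 UMIs, 12.2% of skin and 2.35% of PG sebocyte-like cells held a *Fdft1* UMI, against 40.8% and 14.6% before thinning. In fibroblast-like cells the thinned shares were 1.08% in skin and 1.80% in PG, at median depths of 1846 and 1337 UMIs. The level in PG SEB was thus low but was counted in 118 of 808 cells before thinning. From high *Fdft1* in sSEB and little in pSEB, the paper proposes that cholesterol synthesis is strongly reduced in pSEB and that their lipids follow the non-sterol branch.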

Our scRNAseq data revealed significant differences in expression levels of genes involved in the synthesis of bioactive sphingolipids (Figure 5A). Figure 5B shows the average gene expression levels of key enzymes involved in de novo, sphingomyelinase and salvage lipid synthesis. *Sptlc1*, the key enzyme for de novo synthesis, was significantly higher expressed in pSEB compared to sSEB (Figure 5B,C). In contrast, sSEB showed higher expression levels of *Smpd1*, critically involved in ceramide synthesis from sphingomyelin (Figure 5B,C). 

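*Sptlc1* (ENSMUSG00000021468) had 207 UMIs in PG sebocyte-like cells, or 52.4 CPM (95% interval 45.5 to 60.1), and 5 UMIs in those of skin, or 24.3 CPM (7.89 to 56.7). The log2 ratio of 1.11 had an interval that included 0 (-0.14 to 2.75). With the HF matrix-like cells in the skin population, skin had 26.4 CPM and the log2 ratio was 0.99 (0.66 to 1.32), with values from 0.70 to 1.17 over 17 alternatives. Some of these alternatives named no skin sebocyte-like cells. In fibroblast-like cells the log2 ratio was -0.18. In PG, *Sptlc1* rose from early-like to late-like SEB by a log2 ratio of 2.06 (1.36 to 2.76).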

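*Smpd1* (ENSMUSG00000037049) had 131 UMIs in the sebocyte-like and HF matrix-like cells of skin together, or 27.6 CPM, and 33 UMIs in PG sebocyte-like cells, or 8.36 CPM, a log2 ratio of -1.73 (95% interval -2.32 to -1.16). Of the 131 UMIs, 1 came from skin sebocyte-like cells (4.86 CPM). With these cells alone the log2 ratio was 0.78 (-1.80 to 6.13), so no difference between the SEB of the tissues was detectable at this depth. In fibroblast-like cells the log2 ratio was 0.04, but it was -0.78 (-1.21 to -0.37) in keratinocyte-like and -2.06 (-4.51 to -0.19) in immune-like cells (3 UMIs in PG).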

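*Sgms1* (ENSMUSG00000040451) and *Ugcg* (ENSMUSG00000028381) encode enzymes that use ceramide in the Golgi. *Sgms1* stood at 8.43 CPM in the sebocyte-like and HF matrix-like cells of skin and at 8.86 CPM in PG, a log2 ratio of 0.07 (95% interval -0.63 to 0.76). With the skin sebocyte-like cells alone, which held 4 UMIs, the log2 ratio was -1.13 (-2.62 to 0.82). *Ugcg* had no UMI among the 3949011 of PG sebocyte-like cells, which allows up to 0.760 CPM, and 84 UMIs in the sebocyte-like and HF matrix-like cells of skin, or 17.7 CPM. The skin level was at least 23.3-fold higher. Of the 84 UMIs, 83 came from HF matrix-like cells, and no ratio can be given between the sebocyte-like cells of the tissues. PG fibroblast-like cells had 74.9 CPM of *Ugcg*, so the gene was detected in this library. In keratinocyte-like cells *Ugcg* was lower in PG as well, with 0.261 CPM (2 UMIs) against 32.0 CPM in skin, a log2 ratio of -6.93 (-9.98 to -5.07), and in immune-like cells the ratio was -1.03. In fibroblast-like cells the log2 ratio of *Ugcg* was -0.008 (-0.44 to 0.41). In endothelial-like cells it was -1.08 (-2.29 to -0.04, 9 UMIs in PG). Lower *Ugcg* in PG was thus found in keratinocyte-like, immune-like and endothelial-like cells, but not in fibroblast-like cells.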

Enzymes that further process ceramide into either sphingomyelin or other sphingolipids within the Golgi, such as *Sgms1* and *Ugcg*, were expressed at higher levels in sSEB, or were completely absent from pSEB (Figure 5B). 

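*Asah1* (ENSMUSG00000031591) had 90 UMIs in the sebocyte-like and HF matrix-like cells of skin, or 19.0 CPM (95% interval 15.3 to 23.3), and 4 UMIs in PG sebocyte-like cells, or 1.01 CPM (0.276 to 2.59). The log2 ratio was -4.23 (-6.13 to -2.82). The skin sebocyte-like cells alone held 1 of the 90 UMIs, with a log2 ratio of -2.26 (-5.60 to 3.36), which was within counting error. *Asah1* was at 87.2 CPM in skin and 91.8 CPM in PG fibroblast-like cells, and was lower in PG in keratinocyte-like cells, by a log2 ratio of -1.24 (-1.66 to -0.84). Of the other ceramidase genes, *Acer1* stood at 63.2 CPM in skin sebocyte-like cells and had 1 UMI in PG, a log2 ratio of -7.96 (-13.37 to -5.23). *Acer1* was lower in PG keratinocyte-like cells as well, by a log2 ratio of -8.83.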

Not only the initiating enzyme of sphingomyelin-ceramide conversion, *Smpd1*, but also downstream effector enzymes within the endo-lysosomal compartment, such as the acid ceramidase *Asah1,* exhibited higher expression levels in sSEB (Figure 5C). Furthermore, *Cers4* expression was found to be almost exclusively linked to sSEB, while pSEB showed higher specificity for *Sphk1* (Figure 5D). 

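*Cers4* (ENSMUSG00000008206) had 110 UMIs in skin sebocyte-like cells, or 535 CPM (95% interval 440 to 645), and 67 UMIs in PG, or 17.0 CPM (13.1 to 21.5), a log2 ratio of -4.98 (-5.44 to -4.53). With the HF matrix-like cells in the skin population it was -1.77, and -0.73 when no cluster was divided before naming, an alternative chosen after seeing the data. That alternative named no skin sebocyte-like cells, so its skin population held HF matrix-like cells alone. In fibroblast-like cells, *Cers4* did not differ beyond counting error (log2 ratio 0.36, -0.43 to 1.12), whereas it was lower in PG in keratinocyte-like cells, with a log2 ratio of -4.75, and in immune-like cells, with -4.47 (-9.83 to -1.84; 1 UMI in PG). In endothelial-like cells the log2 ratio was -0.47 (-2.07 to 0.88, 6 UMIs in PG). The drop is thus shared by some classes of cells that are not SEB, but not by all. After thinning, 26.5% of skin and 1.73% of PG sebocyte-like cells held a *Cers4* UMI, against 1.95% and 2.78% of fibroblast-like cells. Before thinning the shares in sebocyte-like cells were 46.9% and 4.58%. *Cers4* was not absent from PG, where it was among the leading genes of a subcluster of 127 sebocyte-like cells.
*Sphk1* (ENSMUSG00000061878) had 549 UMIs in PG sebocyte-like cells, or 139 CPM (128 to 151), and 4 UMIs in those of skin, or 19.5 CPM (5.30 to 49.8), a log2 ratio of 2.84 (1.47 to 4.72). Including the HF matrix-like cells, it was 4.61. *Sphk1* was also higher in PG in fibroblast-like cells, by a log2 ratio of 0.96 (0.10 to 1.82), and in keratinocyte-like cells, by 1.86. In PG, *Sphk1* had 228 UMIs in early-like and 1 UMI in late-like SEB, a log2 ratio of -5.78 (-11.09 to -3.28). In late-like SEB alone both tissues held 1 UMI, so no difference was detectable there.

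**Figure D3:**
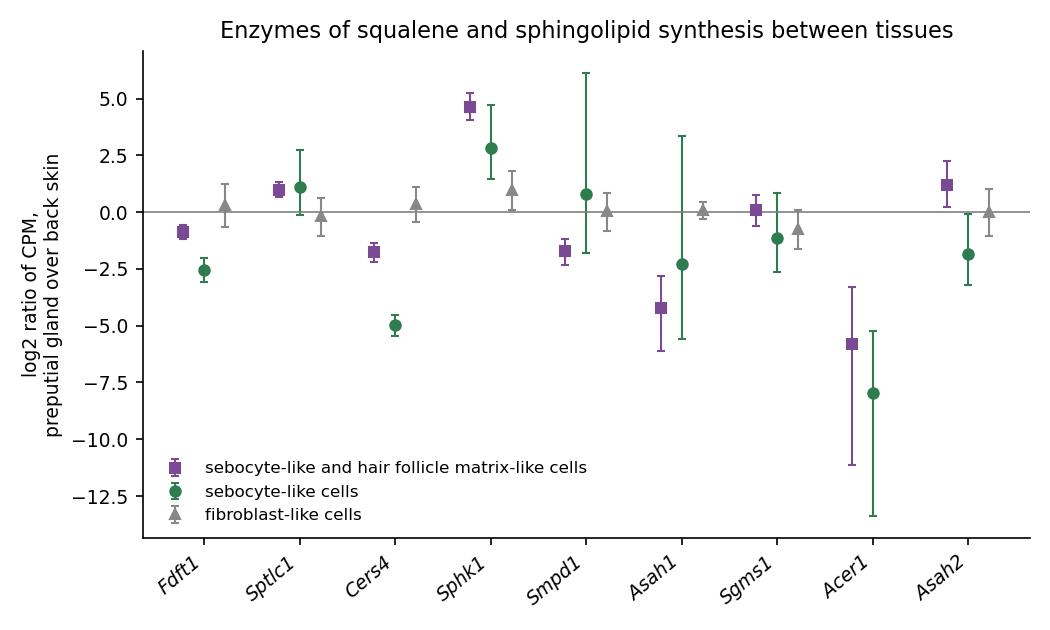
Log2 ratio of CPM, PG over back skin (vertical axis), for 9 enzymes of squalene and sphingolipid synthesis, with the HF matrix-like cells of skin included (purple squares), in sebocyte-like cells alone (green circles) and in fibroblast-like cells (grey triangles), and error bars for the 95% interval of counting error. *Cers4* lies at -4.98 and *Sphk1* at 2.84 in sebocyte-like cells, while the intervals of *Smpd1* and *Asah1* there include 0.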

To validate our scRNAseq data, we performed immunofluorescent staining of some of the differentially expressed lipid-metabolizing key enzymes in the skin and PG (Figure 5E–G). While *Sptlc1* expression was strongly expressed in sebocytes of PG, SG showed only marginal staining (Figure 5E). In contrast, *Asah1* (Figure 5F) and *Cers4* (Figure 5G) protein expression were significantly higher in the SG as compared to PG (Figure 5F).

Together, these differences in enzyme expression levels suggest that pSEB sphingolipid synthesis occurs rather de novo with subsequent processing of ceramide to sphingosine in order to generate sphingosine-1-P. Contrary, sSEB appears to synthesize a broader range of bioactive sphingolipids and recycle free sphingosine to ceramide via the salvage pathway.

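Over the list of 24 sphingolipid genes fixed in advance, 22 had at least 10 UMIs against the skin sebocyte-like and HF matrix-like cells, of which 8 were higher in PG and 14 in skin, with a median log2 ratio of -0.81. Against the skin sebocyte-like cells alone, 17 genes had at least 10 UMIs, of which 11 were higher in PG and 6 in skin, with a median of 0.87. The medians lay at the 7.9th and the 99.3rd percentile, respectively, of the medians of 10000 random lists. The filter on UMIs weighs on this change, since PG holds most UMIs in the narrower comparison and genes low in PG drop out. Over the 17 genes kept in both, a comparison chosen after seeing the data, 8 were higher in PG and 9 in skin with the HF matrix-like cells (median -0.08), so the list leaned to neither tissue there. The skin sebocyte-like cells held at most 5 UMIs of *Sptlc1*, *Smpd1*, *Asah1*, *Sgms1* and *Sphk1*. The sphingosine-1-phosphate lyase gene *Sgpl1* was higher in PG under both, with log2 ratios of 1.54 and 2.01 (95% interval 0.64 to 3.89). From the enzyme levels, the paper proposes de novo synthesis with processing toward sphingosine-1-phosphate in pSEB, and a broader range of sphingolipids with a salvage pathway in sSEB.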

## 3. Discussion

Lipids are bioactive signaling molecules, triggering a vast array of cellular responses [30]. In the skin, SG are the main producers of lipids, specifically sphingolipids and the cholesterol precursor squalene, both of which critically contribute to the establishment and maintenance of the skin barrier [18,64,65,66,67,68]. Since PG have often been used as a model for skin SG, we analyzed both tissues on a single cell level and found striking differences in the differentiation program and lipid synthesis processes in sebocytes of both organs.

sSEB differentiation from sebocyte stem cells is described to follow a tightly controlled program that allows the cells to either differentiate into HF cells or SG cells [10]. By contrast, pSEB differentiation is only poorly described, and our data suggest that it follows a different developmental program. Our single-cell analysis identified the ability of sSEB to differentiate into HF cells as the major difference between both organs. Especially genes downstream of β-catenin were not expressed in pSEB [9,10]. 

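The list of Wnt/β-catenin target genes fixed in advance held 8 genes. All of the 7 with at least 10 UMIs were lower in PG than in the sebocyte-like and HF matrix-like cells of skin, with a median log2 ratio of -2.24. *Axin2* (ENSMUSG00000000142) stood at 37.1 CPM there and at 7.85 CPM (31 UMIs, 95% interval 5.33 to 11.1) in PG, and *Znrf3*, *Rnf43* and *Tcf7* at 9.12, 7.09 and 6.84 CPM in PG. *Axin2* was not above the 10.6 CPM (5.06 to 19.4) of PG fibroblast-like cells, and the intervals of *Znrf3* and *Tcf7* overlap those of these cells too. *Rnf43* in PG SEB (4.71 to 10.2 CPM) was above PG fibroblast-like cells, which held no UMI of it (upper end 3.89 CPM). Its interval includes the 5.07 CPM of *Rnf43* in the free RNA of PG. *Nkd1* and *Nkd2* had no UMI in PG SEB, which allows up to 0.760 CPM. Against the skin sebocyte-like cells alone, 4 genes had at least 10 UMIs, with 3 lower in PG and a median of -0.49, and the interval of *Axin2* included 0 (-0.89, -2.57 to 1.46). At this depth, a difference between the SEB of the tissues without HF matrix-like cells was not detectable for these genes.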

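After thinning each cell to 1000 UMIs, a *Prdm1* UMI was found in 0 of 49 skin sebocyte-like cells and in 0.124% of the 808 in PG. Before thinning it was found in 1 of 49 and in 6 of 808 cells. The background, taken from fibroblast-like cells after thinning, was 0.217% in skin and 0.164% in PG, at median depths of 1846 and 1337 UMIs. That these cells lack *Prdm1* was not tested, so their level may hold some expression of their own. Skin keratinocyte-like cells had 1.52% and HF matrix-like cells 1.27% after thinning, against 0.0421% of PG keratinocyte-like cells. *Prdm1* in skin was therefore counted above background in keratinocyte-like and HF matrix-like cells, while in the sebocyte-like cells of either tissue it was not detectable above background at this depth.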

Interestingly, *Blimp1^+^* SG stem cells were only identified in sSEB but not in pSEB, suggesting that the SEB stem cells already differ significantly between SG and PG. It is yet unclear which cells serve as pSEB precursors and which differentiation pathway is crucial for lipid-specialized cell fate decisions. Thus, pSEB cannot substitute sSEB in the in vitro studies investigating sSEB differentiation and potential ensuing consequences for HF homeostasis.

In addition to these fundamental dissimilarities, sSEB and pSEB further showed significant differences in expression levels of key enzymes involved in lipid synthesis. Squalene serves as an SG-derived precursor for cholesterol synthesis by keratinocytes [22]. Interestingly, the literature on squalene in rodent sebum and preputial glands is rather controversial. While some previous studies showed that the cholesterol precursor squalene is absent from rodent skin surface lipids and preputial glands, others identified squalene in both organs [69,70,71,72,73]. It is noteworthy that these studies, providing the foundation for modern research, relied on volatile analysis methods [70,71]. As cholesterol is found on the skin surface and within preputial gland lipids and squalene–cholesterol conversion occurs at rather high frequency with low storage rates of squalene in rodents; the majority of reports indicate that squalene is indeed produced in both organs [24,70,71,72,74,75]. In addition, we found high levels of key enzymes of the mevalonate pathway in sSEB and pSEB, which is upstream of squalene synthase. 

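In sebocyte-like cells, *Hmgcs1* stood at 618 CPM in skin and 1379 CPM in PG, a log2 ratio of 1.16 (95% interval 0.90 to 1.42). Fibroblast-like cells had nearly the same ratio of *Hmgcs1*, 1.03 (0.74 to 1.32), and divided by it the ratio in sebocyte-like cells was 0.13. Divided by the ratio in immune-like cells it was 0.78. In PG, *Hmgcs1* stood in these 2 classes at 9.75% and 5.20% of its level in free RNA, so free RNA from SEB may make up much of both divisors. *Fdps* stood at 666 and 450 CPM, a log2 ratio of -0.57 (-0.82 to -0.31), and at 0.35 with the HF matrix-like cells in the skin population, which reversed to -0.12 when divided by the ratio in fibroblast-like cells. Divided by the ratio in immune-like cells, the ratio of *Fdps* in sebocyte-like cells reversed to 0.06. In keratinocyte-like cells both genes were lower in PG, with log2 ratios of -1.19 (-1.30 to -1.09) for *Hmgcs1* and -1.43 (-1.56 to -1.29) for *Fdps*. A higher level of *Hmgcs1* in PG was thus not shared by all cells that are not SEB.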

Interestingly, we detected remarkable differences in the expression of squalene synthase between sSEB and pSEB. The low levels of squalene synthase found in pSEB suggest that these cells rather produce non-sterol compounds, while the synthesis of squalene in sSEB offers a decision between the non-sterol and the sterol branch, eventually leading to cholesterol synthesis by keratinocytes [76]. Given that cholesterol can either be synthesized de novo via the mevalonate pathway, or taken up from peripheral tissues via binding of low-density lipoprotein (LDL) and high-density lipoprotein (HDL), pSEB may not require squalene as cholesterol precursor and circumvent squalene synthase by LDL or HDL receptor-mediated endocytosis [27,76]. This substitute source of cholesterol may contribute to sufficient levels of cholesterol independent of de novo synthesis for pheromone-associated functions in the PG. 

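The HDL receptor gene *Scarb1* (ENSMUSG00000037936) had 76 UMIs in PG sebocyte-like cells, or 19.2 CPM, and 1 UMI in those of skin, a log2 ratio of 1.98 (95% interval -0.54 to 7.31). Including the HF matrix-like cells, it was 0.10 (-0.36 to 0.57).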

Of note, besides serving as a cholesterol precursor, squalene is also known to protect the skin from UV-irradiation-induced injury [77]. In addition, UV irradiation triggers a decomposition of skin surface lipids, specifically squalene, resulting in the generation of lipoperoxides of squalene, which are able to reduce contact hypersensitivity in mice [78]. Since PG are not reached by UV radiation, this protective mechanism is irrelevant in PG and may result in a generally reduced requirement for squalene synthesis.

Previous studies implicated CER in intracellular as well as stress-induced signaling responses influencing keratinocyte proliferation, differentiation and apoptosis [79]. In terms of maintaining epidermal barrier function, ceramide is believed to act on PPAR, which stimulates keratinocyte differentiation [40]. Furthermore, PPAR activation leads to ATP binding cassette transporter family-12 production serving as a critical regulator of glucosylceramide delivery to lamellar bodies, which in turn contributes to epidermal barrier formation [80,81]. Considering the high potency of ceramide as the second messenger in intracellular signaling critically influencing epidermal barrier function, we investigated key enzymes involved in de novo as well as salvaged sphingolipid synthesis [18,80,81,82,83,84]. Our scRNA sequencing data revealed that rate-limiting enzymes in sphingolipid synthesis, such as serine palmitoyltransferase (*Sptlc1*) and sphingomyelinase (SMase; *Smpd1*), are present in SEB of both tissues. However, our data suggest that sphingolipid synthesis in PGs favors de novo synthesis, as *Sptlc1* expression levels were significantly higher in pSEB. The most prominent difference was identified in the salvage pathway, as pSEB showed little to no ceramide synthase (*CerS*) expression but high expression of sphingosine kinase 1 (*Sphk1*). Together, these findings indicate that whereas sSEB preferentially produces CER, pSEB favors the production of sphingosine-1-phosphate (S1P) from sphingosine. Besides the crucial contribution of ceramide to the establishment of a functional skin barrier, it was previously linked to suppressing steroid hormone production, which is a major function of the PG [85,86,87,88,89,90,91]. In contrast, *Sphk1* and its lipid product S1P were linked to promoting steroid hormone production [88,92,93,94,95,96]. Taken together, our data suggest a higher affinity of sSEB to produce ceramide, independently of either the de novo or salvage route, while pSEB appear to be more specialized in lipid production relevant for steroid hormone production, where increasing ceramide levels are unfavorable. Additionally, ceramide metabolites such as glucosylceramide and glycosphingolipids are of vital importance for epidermal barrier function by either serving as precursors for stratum corneum derived ceramide or actively contributing to skin barrier homeostasis [95,96]. The discrepancy in enzymatic expression levels important for the conversion of ceramide to glucosylceramides and glycosphingolipids further indicates fundamental differences between sSEB and pSEB.

This study has several limitations. The main limitation of this study is the fact that we solely investigated male murine SEB populations of different tissue origins, which are not fully comparable with human data. Furthermore, we focused our investigations on the expression of lipid metabolizing enzymes without further analysis of lipid production. Comparably detailed analyses of the lipid metabolizing enzymes investigated in this study have not yet been conducted in human SG. As other publications showed significant differences in sebum composition of humans and rodents [24], it is likely that significant differences in metabolizing enzymes are also present between those species. In summary, besides superficial transcriptional similarities and morphological resemblances, pSEB shows tremendous differences rendering them highly unfavorable as a substitute model for sSEB. Due to their different physiological properties (i.e., contribution to skin homeostasis and epidermal barrier function versus reproduction and sexual behavior of rodents [1,97]), alterations in the expression of lipid-modifying enzymes were, however, anticipated. Our study has built the basement for further studies, which will be necessary to fully understand the fundamental differences in the various SEB populations and to elucidate which results obtained from pSEB can indeed be extrapolated to sSEB.

## 4. Materials and Methods

### 4.1. Animals

Three male wild type C57BL/6 mice at the age of 52 weeks were used for this study. Biopsies were obtained from back skin and preputial glands. Skin biopsies, as well as preputial gland samples, were pooled respectively and subsequently processed for single-cell RNA sequencing, protein lysates or histology.

### 4.2. Single Cell RNA Sequencing (scRNAseq)

Immediately after obtaining the skin biopsies and preputial glands, tissues were enzymatically digested using GentleMACS whole skin dissociation kit (Miltenyi Biotec, Bergisch-Gladbach, Germany) according to the manufacturer’s protocol. Samples were further processed on a GentleMACS OctoDissociator (Miltenyi). The cell suspension was filtered through 100 µm and 40 µm filters and washed with 0.04% bovine serum albumin (BSA, Sigma Aldrich, St. Louis, Mo, USA) in PBS. Cell viability and concentration was assessed using Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (Logos Biosystems, Anyang-si, Gyenoggi-do, Korea) and analyzed on a LUNA-FLDual Fluorescence Cell Counter (Logos Biosystems). Cell concentrations were adjusted to 0.7 to 1.2 × 10^6^ cells/mL. Subsequently, gel beads-in-emulsion (GEMs) were generated. GEM generation, barcoding, sample clean-up, cDNA amplification as well as library construction were performed in accordance with the manufacturer’s protocol using Chromium Next GEM Single Cell 3′GEM, Library and Gel Bead Kit v3.1, Chromium Next GEM Chip G Single Cell Kit and Single Index Kit T Set A (10x Genomics, Pleasanton, CA, USA). Final RNA-sequencing, demultiplexing and counting were performed by the Biomedical Sequencing Facility (BSF) of the Center for Molecular Medicine (CeMM, Vienna, Austria). Obtaining samples and acquiring cell suspensions by Chromium instrument occurred within 4 h. In total, data of approximately 10,000 cells were obtained.

### 4.3. Data Analysis (Bioinformatics)

Bioinformatics analyses were carried out using R (R version 4.0.3, The R Foundation, Vienna, Austria), R-studio desktop application and the R-Package “Seurat” (Seurat v4.0.3, Satija Lab) [98,99,100,101]. To reduce variations, cells with very low or very high unique molecular identifiers (UMI) or a high percentage of mitochondrial gene counts were excluded for subsequent analyses. PCA and UMAP were calculated, and all further subset analyses were based on raw data of the cells of interest. Different cell populations were identified based on clustermarker features and checked for well-established marker genes for sophisticated cluster definition (Supplementary Figure S1). Gene ontology (GO) enrichment analyses were carried out based on clustermarker and differentially expressed gene calculations. Only genes with a fold change greater than 1.5 or smaller than 0.6 were included. The publicly available enrichment tool Metascape was used for GO enrichment analyses [102]. A *p*-value cutoff of 0.01 and a minimum enrichment score of 3 were set for GO terms with molecular function and biological process membership.

### 4.4. Immunofluorescence and H&E

For immunofluorescent staining, tissue samples were formalin-fixed, embedded in paraffin and cut into 5 µm thick sections. Paraffin sections were deparaffinized by heating and ethanol dilution series (100%, 80%, 30%). Antigen de-masking was performed with Dako TRS citrate buffer at pH6 (Agilent Technologies, Santa Clara, CA, USA). Sample sections were incubated with anti *Scd1* (ab236868, Abcam, Cambridge, UK), anti *Asah1* (ab282276, Abcam), anti *Sptlc1* (ABIN635127, antibodies-online, Aachen, Germany) or *Cers4* (ABIN2434915, antibodies-online) primary antibody diluted in 2% BSA in PBS overnight at 4 °C. The secondary antibody was diluted in 2%BSA in PBS. Hematoxylin and eosin staining was performed according to routine laboratory procedures. Images were acquired with an Olympus BX63 microscope (Olympus, Tokyo, Japan) with MetaMorph imaging software.

## Figures and Tables

**Figure 1:**
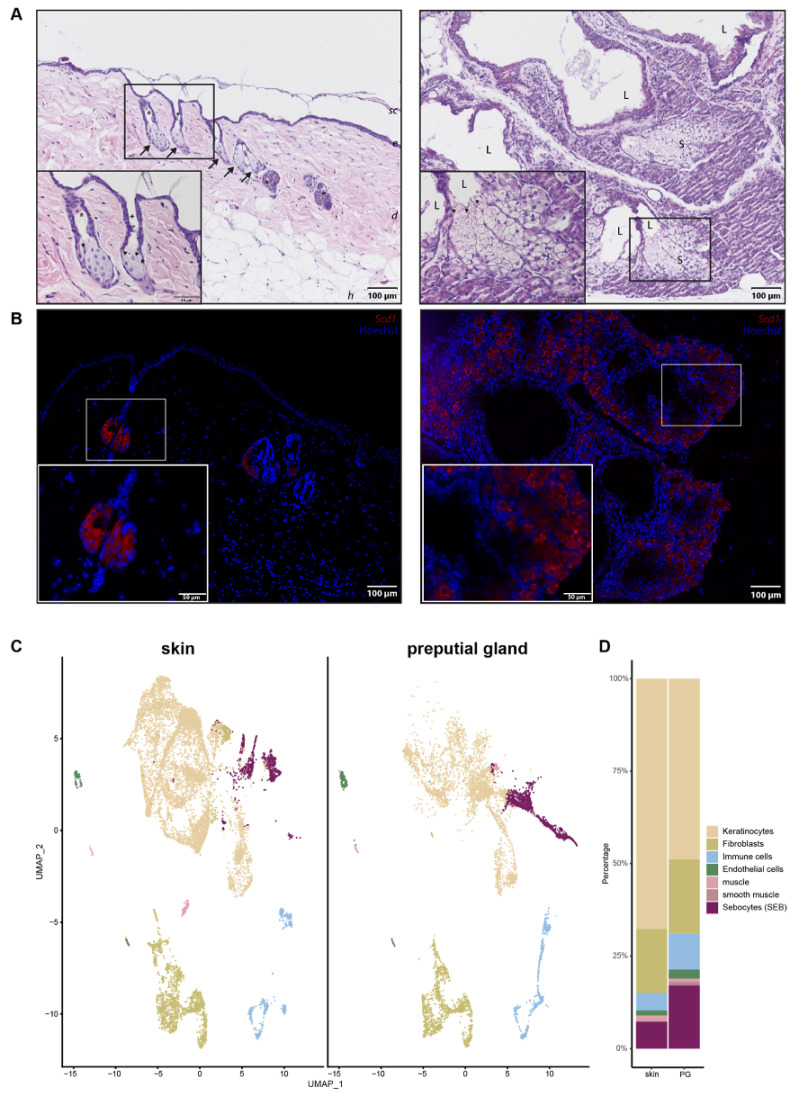
Comparison of skin and preputial gland sebocytes. (**A**) Hematoxylin and eosin staining of a skin biopsy (left panel) and a preputial gland (right panel). Arrows indicate sebaceous glands in close proximity to hair shafts marked by asterisks. Arrowheads indicate differentiated sebocytes with degenerated nuclei, facing the lumen of either the hair shaft or the lumen of the preputial gland; Scale bar = 100 µm, 50 µm in insert; sc: stratum corneum; e: epidermis; d: dermis; h: hypodermis; L: lumen of the preputial gland; S: sebocytes; (**B**) Representative immunofluorescence labeling of *Scd1^+^* sebocytes in the skin (left panel) and the preputial gland (right panel); scale bar = 100 µm, 50 µm in insert. Tissues of *n* = 3, respectively. (**C**) UMAP-plots comparing cells of skin biopsies (*n* = 3) and preputial glands (*n* = 3), split by tissue, identifying keratinocytes, fibroblasts, immune cells, endothelial cells, muscle and smooth muscle cells and sebocytes (SEB). (**D**) Bar plot indicating relative numbers of cell populations identified within the skin and preputial gland.

**Figure 2:**
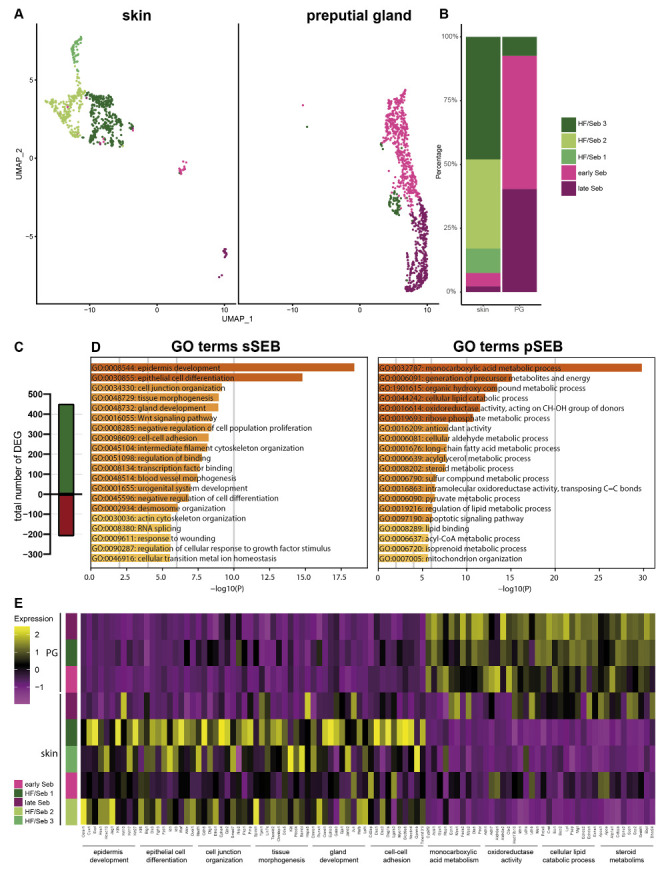
Subclustering of sebocytes and Gene Ontology analysis (**A**) Analysis of the sebocyte subcluster identified five distinct subtypes in UMAP-plot. Subclusters were identified as HF/SEB 1, HF/SEB 2, HF/SEB 3, early SEB and late SEB. (**B**) Barplot indicates relative cell numbers present within each sebocyte subcluster. (**C**) Barplot shows the total number of differentially expressed genes of total sSEB compared to total pSEB. (**D**) Gene Ontoloy (GO) term analysis results using Metascape. Genes with a differential expression fold change of >1.5 or <0.6 were assigned to GO terms. (**E**) Heatmap showing expression levels of genes associated with distinct GO terms in the different SEB subclusters.

**Figure 3:**
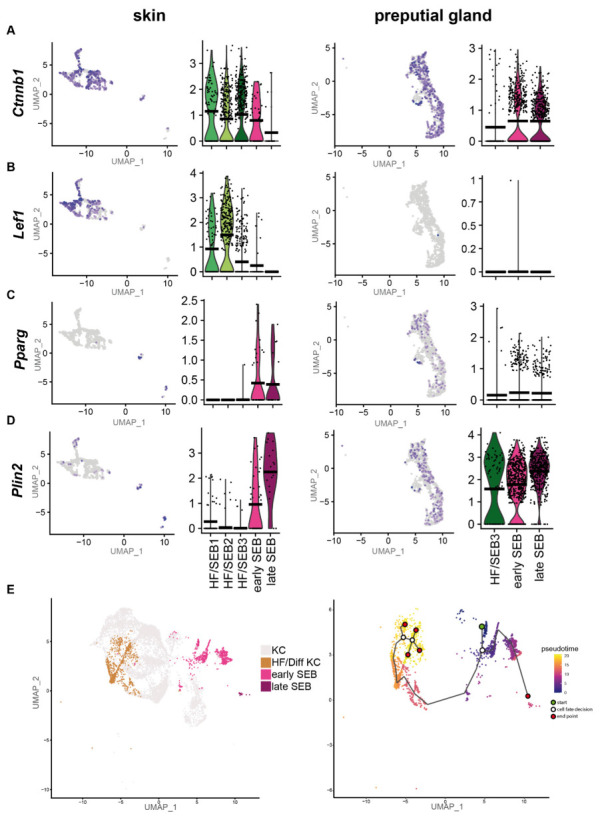
Preputial gland sebocytes lack downstream effector genes relevant for HF/SG lineage decisions. Featureplots and violin plots of the integrated sebocyte subcluster from skin and preputial gland showing the expression of (**A**) β-catenin (*Ctnnb1*), (**B**) Lymphoid enhancer-binding factor-1 (*Lef1*), (**C**) Peroxisome proliferator-activated receptor gamma (*Pparg*), (**D**) Perilipin 2 (*Plin2*). Violin plots show gene expression levels and crossbar of violin plots depicts mean expression value. Vertical lines show maximum expression. The width of violins represents the frequency of cells at the corresponding expression levels. (**E**) UMAP-plot and pseudotime trajectory track starting from *Blimp*^+^ sebocyte precursors (green circle). Color code indicates computational calculated progression in differentiation. White circles indicate cell fate decision checkpoints and red circles depict differentiation endpoints.

**Figure 4:**
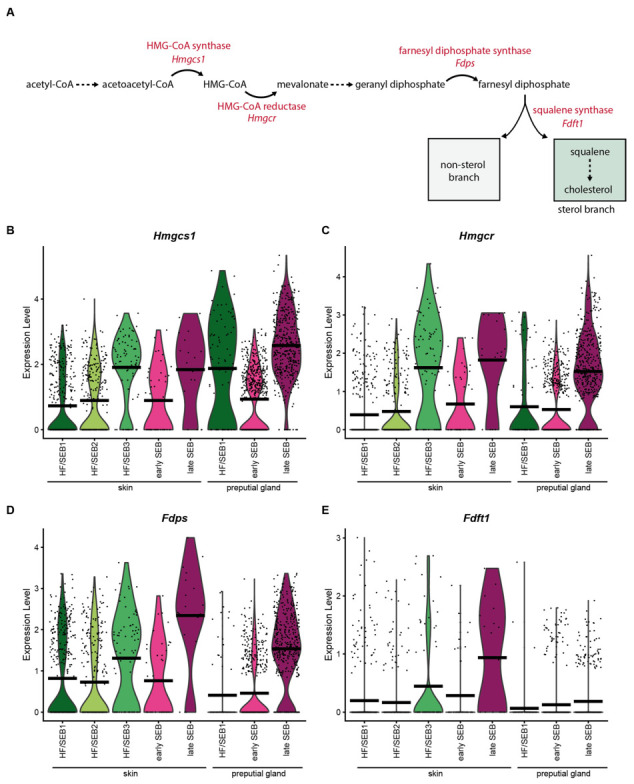
Key enzymes of the mevalonate lipid synthesis pathway are less expressed in preputial gland sebocytes. (**A**) Schematic depiction of the mevalonate pathway and key enzymes involved in the synthesis of squalene. (**B**–**E**) Violin plots showing the expression level of (**B**) HMG-CoA-synthase (*Hmgcs1*), (**C**) HMG-CoA reductase (*Hmgcr*), (**D**) farnesyl diphosphate synthase (*Fdps*), and (**E**) squalene synthase (*Fdft1*). Violin plots show gene expression levels and crossbar of violin plots depicts mean expression value. Vertical lines show maximum expression. Width of violins represents the frequency of cells at the corresponding expression levels.

**Figure 5:**
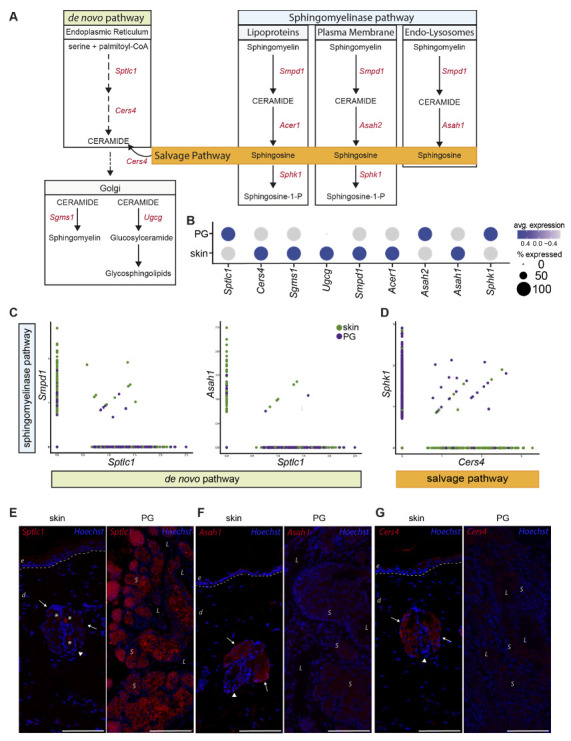
Preputial gland sebocytes are limited to de novo biosynthesis of sphingolipids. (**A**) Schematic drawing of the de novo, sphingomyelinase and salvage pathway of ceramide- and ceramide metabolite synthesis. Key enzymes involved in the respective pathways are colored in red. *Sptlc1*: serine palmitoyltransferase1; *Cers4*: ceramide synthase 4; *Sgms1*: sphingomyelin synthase 1; *Ugcg*: ceramide glucosyltransferase; *Smpd1*: sphingomyelinase 1; *Acer1*: alkaline ceramidase; *Asah2:* neutral ceramidase; *Asah1*: acid ceramidase; *Sphk1*: sphingosine kinase 1. (**B**) Dot plot of average gene expression of the key enzymes involved in the synthesis of sphingolipids in preputial gland and skin tissue. Point size indicates relative averaged amount of positive cells. Color code indicates average gene expression levels. (**C**) Featurescatter-plot of sSEB and pSEB shows correlation gene expression of *Smpd1* and *Sptlc1*, or *Asah1* and *Sptlc1*. (**D**) Featurescatter-plot of sSEB and pSEB showing correlational gene expression of *Sphk1* and *Cers4*. Gene expression levels for each gene, respectively, is shown on either x- or *y*-axis. Immunofluorescent labeling of skin or preputial gland of (**E**) *Sptlc1*, (**F**) *Asah1* and (**G**) *Cers4*. Scale bars = 100 µm. Arrows indicate sebaceous glands in close proximity to hair shafts marked by arrowheads. Asteriscs in (**E**) left panel indicate staining of cell-free material; e: epidermis; d: dermis; L: lumen of the preputial gland; S: sebocytes.

## Data Availability

ScRNASeq data are available in NCBI’s Gene Expression Omnibus (GEO); accession number GSE185268.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222111631/s1.

How the deposited data were processed for this re-analysis (not part of the article)

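Single cells of back skin and preputial gland (PG) were measured by droplet-based RNA sequencing. Each tissue is represented by 1 library, made from the pooled cells of 3 mice aged 52 weeks, so there are 2 libraries and no replicates. For each library the authors deposited the matrix of counts of unique molecular identifiers (UMIs) per gene and barcode, as Cell Ranger 4 wrote it. The values are whole numbers, were not normalized, and cover every barcode of the barcode list, so no filter on cells had been applied. Both matrices list 32285 genes, of which 21766 had UMIs in skin and 19688 in PG. The genome build and the annotation release are not named in the paper's text, so genes were identified by the symbols and Ensembl identifiers of the files and no coordinates are given.

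Of the barcodes, 9131 in skin and 5361 in PG had at least 500 genes and 1000 UMIs. The upper limits on UMIs, set at the 99.5th percentile of these barcodes, were 15066 and 10980, and 46 and 27 barcodes lay above them. A mitochondrial share above 10% removed another 232 and 662. Doublets were scored per library by the share of simulated doublets among a cell's nearest neighbours, and 0.8% of the cells per 1000 kept cells were removed, which is 7.08% in skin and 3.75% in PG. The scoring was tested on simulated data with 2755 cells, of which 52 were doublets of different classes. It ranked a doublet above a single cell in 93.8% of pairs, but only 34.6% of the doublets were among as many highest scores, so doublets remain among the cells. The kept cells held 24002878 UMIs in skin and 14185357 in PG, with a median of 1009 and 1125 genes per cell.

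Counts were scaled to counts per 10000 and log-transformed, 2000 variable genes were chosen, and 30 principal components, 15 nearest neighbours and the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0 gave the clusters, for each library on its own. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and matplotlib 3.10.9 for figures. The markers of 10 cell classes, the genes to be reported, the filters, the comparisons and 19 alternatives were fixed before the data were examined. The rule that turns markers into names was set after the clusters had been seen. A marker counted as detected in a cluster with UMIs in at least 10% of its cells and a high enough level. That level was at least 3-fold the lower quartile over the library's clusters before division, with 10 CPM added to both. The rest of the cells were not the reference, so a marker could be detected in many clusters. A class needed at least 3 detected markers. A cluster with close scores for 2 classes stayed unnamed. So did a cluster with a marker of another class and none of its own among its 10 leading genes. Clusters with at least 3 sebocyte markers and at least 60 cells were clustered once more at resolution 0.5 before naming. Unnamed clusters held 3.90% of the skin cells and 8.12% of the PG cells. In a test on simulated data with 45 sebocytes, 93.3% of them were given their class. Each simulated class held its own markers at a high level and those of other classes at a very low one. The skin sebocyte-like cells also had keratinocyte markers, so the test was easier than the real naming.

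Sebocyte-like cells were also clustered again, with 15 principal components at resolution 0.5, and subclusters were named early-like or late-like from fixed markers. The main population for comparisons between tissues joined sebocyte-like and hair follicle matrix-like clusters, because the paper counts hair follicle-associated clusters among the sebocytes of skin, and the sebocyte-like clusters alone are given beside it. UMIs were summed over the cells of a group and scaled to all UMIs of the group, as CPM. Ratios have exact intervals from the binomial distribution of the UMIs between groups, levels have exact Poisson intervals, and shares of cells have exact Clopper-Pearson intervals. These intervals are at the 95% level and cover counting error only, not the spread between mice. In a simulation of 2579 genes, 96.2% of the intervals of ratios held the true value. A group without UMIs of a gene was given the limit of 3 counts, and no ratio was formed when the other group was at or under 3. Where both groups held UMIs, a ratio was formed however few there were. Shares of cells with a UMI were taken after thinning every cell to 1000 UMIs, which left out no cell. Cells were not treated as replicates, so no test between tissues, no p-value and no number of changed genes is given, and gene ontology enrichment, which needs such a number, was left out.

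The genes reported were those the paper names for these data, the enzymes of the mevalonate and sterol pathways and of sphingolipid synthesis with receptors of cholesterol uptake, and a list of 8 Wnt/β-catenin target genes. To these were added the 10 genes with the largest and the 10 with the smallest ratio between sebocyte-like cells, among genes with at least 50 CPM and UMIs in at least 10% of cells in either tissue and leaving out markers, mitochondrial and ribosomal protein genes. Some of these genes are not reported here, and the tests made on the genes at the ends of the ranking leave them out. The same ratios were computed in fibroblast-like, immune-like, endothelial-like and keratinocyte-like cells. Free RNA in the suspension was estimated from barcodes with at most 50 UMIs, which held 2.98% of the UMIs in skin and 7.50% in PG. The alternatives changed the limits on cells, the removal of doublets, the resolution, joint instead of separate clustering, the skin population, the weighting of cells, thinning, a subtraction of free RNA at 10% of the UMIs, and the scaling to fibroblast-like cells, immune-like cells or UMIs without the 50 most abundant genes. Histology, immunofluorescence and pseudotime trajectories were not analysed here.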

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

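The tests of free RNA for *Fdft1*, of free RNA for the genes higher in skin and for *Tnnc2*, of the share of free RNA seen in other cells for the genes higher in PG, and of the mix of early-like and late-like cells were chosen only after the result was seen, as were the tests of the libraries in the form given here, which separate genes by their UMIs in fibroblast-like cells and by the ratios in other classes. The tests of the number of UMIs and of the level in free RNA for the genes higher in PG were chosen before.

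*Fdft1* went in opposite directions with differentiation in the tissues. From early-like to late-like SEB its log2 ratio of CPM was 2.48 (95% interval of counting error 1.45 to 3.63) in skin and -2.33 (-5.43 to -0.39) in PG. The difference between the tissues was not tested, since each is a single library. Free RNA argues little for the rise in skin, because *Fdft1* stood at 36.5 CPM in the free RNA of the skin library against 445 CPM in late-like SEB. A factor common to a whole library cancels in a ratio within that library, and no test of the libraries was made for this pattern. The number of UMIs leaves the fall in PG open. It rests on 2 UMIs in 45 late-like cells, and over the settings the upper end of its interval reached 0.51, at a subclustering resolution of 1.0, so a fall and no change cannot be told apart for PG under every setting. A limit of 20% on the mitochondrial share, which might have returned late-like cells to PG, named no early-like cells there and gave no value. A biological difference between the tissues stays open and was not tested on other samples.

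The genes with the largest and smallest ratios between sebocyte-like cells were looked at again because they lie at the ends of the ranking of genes by ratio and the paper does not name them, *Acer1* excepted. Ranking by ratio favours genes with few UMIs in a tissue, and the sizes of such ratios are uncertain. In log2 ratios of PG over skin, the values were 7.98 for *Dbi*, 7.14 for *Cck* (1 UMI in skin, 4.66 to 12.44), 6.65 for *Pecr* (1 UMI, 4.17 to 11.96), 6.64 for *Lcn2*, 6.45 for *Agps* (2 UMIs, 4.59 to 9.49), at least 6.42 for *Cyp2f2*, 6.27 for *Ephx2* (1 UMI, 3.79 to 11.57), 5.65 for *Calml3* (1 UMI, 3.16 to 10.95) and at least 5.35 for *Olah*. On the side of skin they were -9.99 for *Acadl* (1 UMI in PG, -15.32 to -7.45), -9.84 for *Elovl6*, -8.07 for *Tnnc2* (1 UMI, -13.47 to -5.35), at most -7.07 for *Rassf9*, -6.96 for *Cers6* (2 UMIs, -10.15 to -4.82), -6.85 for *Aff3* (2 UMIs, -10.05 to -4.68), -6.85 for *Aadac* and at most -6.68 for *Gm35986*.

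For the genes higher in skin, a different mix of early-like and late-like cells is argued against for *Acadl*, *Elovl6* and *Aadac*. These had at least 10 UMIs at each stage, and all 3 of 3 were lower in PG, with intervals that exclude 0, when early-like cells were compared with early-like and late-like with late-like. For the other 6 genes, *Acer1* included, a stage held fewer UMIs, so a different mix of stages cannot be told apart from a difference within them. A difference between libraries as the whole of the ratio is argued against for *Acadl* and *Elovl6*, whose median log2 ratio was -0.40 in fibroblast-like cells against -9.92 in sebocyte-like cells, with intervals apart for both. For the other 7 genes, fibroblast-like cells held too few UMIs or the interval of another class overlaps that of sebocyte-like cells, so the library and the tissue cannot be told apart. *Cers6* was at -0.76 in fibroblast-like cells but at -4.08 (-4.87 to -3.39) in keratinocyte-like cells, which overlaps its interval in sebocyte-like cells. In keratinocyte-like cells, *Acadl* (-3.34), *Elovl6* (-2.48) and *Rassf9* (at most -6.94) were lower in PG too. Free RNA is argued against for 6 of the 7 genes with enough UMIs in the free RNA of skin, with a median of 3.58 times its level in sebocyte-like cells. The exception is *Tnnc2*, a gene of skeletal muscle, which stood at 2380 CPM in the free RNA of skin and at 68.1 CPM in sebocyte-like, 79.8 CPM in keratinocyte-like, 99.2 CPM in fibroblast-like and 255 CPM in immune-like cells. Free RNA is a candidate explanation for its ratio, and *Tnnc2* may not be expressed by skin SEB at all. For *Acadl* and *Elovl6*, a difference between the SEB of the tissues remains open as a hypothesis, although the rest of the design cannot separate the tissue from the library.

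For the genes higher in PG, a different mix of stages is argued against in the same way for the 8 of 8 genes with at least 10 UMIs at each stage, all higher in PG at both. *Cck*, the 1 gene left, had 5 UMIs in late-like cells, so for it the mix of stages cannot be told apart from a difference within them. A difference between libraries as the whole of the ratio is argued against for *Dbi* and *Agps*, whose median was 2.23 in fibroblast-like cells against 7.21 in sebocyte-like cells. The value of 2.23 is itself well above 0, so cells that are not SEB may share a part of these ratios, or may carry free RNA from SEB. *Agps* stood in PG fibroblast-like cells at 7.60% of its level in free RNA, within the range of *Awat2* and *Scd1* given below. For the other 7 genes the sebocyte ratio cannot be told apart from one that other PG cells share. The skin fibroblast-like cells held too few UMIs of *Cck*, *Lcn2*, *Ephx2* and *Olah*. *Pecr*, *Cyp2f2* and *Calml3* had ratios of 2.71, 2.16 and 1.59 in fibroblast-like cells. In immune-like cells, however, the ratio of *Pecr* was 2.76 (2 UMIs in skin, 0.61 to 5.95), which overlaps its interval in sebocyte-like cells. That of *Cyp2f2* was 9.73 (8.81 to 10.86) in keratinocyte-like and at least 4.93 in immune-like cells, and that of *Calml3* was 4.38 in immune-like cells (2 UMIs in skin, 2.43 to 7.47). The log2 ratio of *Lcn2* was at least 8.97 in fibroblast-like and 10.88 in keratinocyte-like cells, above that in sebocyte-like cells. In endothelial-like cells, however, it was -0.45 (-1.30 to 0.33), with 62 UMIs in skin and 18 in PG, so not every class shared the rise of *Lcn2*. The log2 ratio of *Cck* was 8.03 in keratinocyte-like cells. Free RNA in the PG library is argued against. The level in sebocyte-like cells was a median of 2.12 times that in free RNA, and over 1.5 times in 5 of 9 genes, which does not decide by itself. But the lowest of the 9 genes still stood at 68.8% of its level in free RNA, while the sebocyte genes *Awat2* and *Scd1* stood at 2.06 to 9.04% of theirs in fibroblast-like, immune-like and keratinocyte-like cells of PG. A biological difference between the tissues stays open for all 9 genes.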

How the results depend on the processing

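Of the alternatives below, 5 were chosen only after the data had been seen: naming every cluster by its highest marker score, dividing no cluster before naming, late-like cells alone, early-like cells alone and, for lists of genes, the genes with at least 10 UMIs in both comparisons. All the others were set in advance. A result counts as moved when it left the counting interval of its main value, and the cause was not tested unless it is named. No paired analysis was possible, because each tissue is a single pooled library, and for the same reason leaving out a library was not possible.

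With a lower limit of 200 genes and 500 UMIs, the log2 ratios of class shares, PG over skin, became -0.48 for keratinocyte-like, at least 8.77 for sebocyte-like, 0.47 for fibroblast-like and 1.11 for immune-like cells, and the ratio of *Cers4* became -0.98. With 1000 genes and 2000 UMIs, 4385 skin and 2771 PG cells were kept, since fewer barcodes reach the limit, the keratinocyte-like ratio was -1.68, the immune-like 0.14, and the fibroblast-like ratio reversed to -0.96. With a mitochondrial share of at most 5%, the keratinocyte-like ratio was -0.44, the sebocyte-like at least 8.52, that of *Fdft1* -0.56 and that of *Cers4* -1.06. At 20%, the sebocyte-like ratio was 4.49 and the fibroblast-like 0.13. Without an upper limit on UMIs, the sebocyte-like ratio was at least 8.95 and that of *Cers4* -0.88. Without the removal of doublets, the late-like over early-like ratio of *Pparg* in PG reversed to 0.94. At resolution 0.5 the keratinocyte-like ratio was -0.50. At resolution 2.0 it was -0.26, the sebocyte-like ratio was 6.34, and that of *Plin2* in sebocyte-like cells reversed to -0.51. With both libraries clustered jointly, the keratinocyte-like ratio was -1.97 and the fibroblast-like 0.0402. For these settings the cause was not tested. With 200 genes and 500 UMIs, a mitochondrial share of at most 5% or no upper limit, however, no skin cells were named sebocyte-like. The ratios of *Fdft1* and *Cers4* given for these 3 settings thus set PG against hair follicle matrix-like cells of skin alone.

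With skin sebocyte-like cells alone in place of sebocyte-like and hair follicle matrix-like cells, the ratio of *Fdft1* was -2.57, that of *Cers4* -4.98 and that of *Sphk1* 2.84, and the ratios of *Pparg* (-1.16), *Fdps* (-0.57), *Smpd1* (0.78) and *Asah2* (-1.83) reversed. Here the construction shows the cause, since the alternative removes 1106 of the 1155 skin cells. With cells thinned to 1000 UMIs, *Fdft1* was at -1.30 and *Cers4* at -1.16, on fewer UMIs. Divided by the ratio in fibroblast-like cells, *Sphk1* was at 3.65, and *Fdps* in the wider population (-0.12) and *Plin2* (-2.03) and *Idi1* (-0.96) in sebocyte-like cells reversed. Divided by the ratio in immune-like cells, *Plin2* (-0.19) and *Fdps* (0.0606) in sebocyte-like cells reversed. The cause was not tested for the scaling alternatives. Of the alternatives chosen later, naming every cluster by its highest score gave -0.10 for keratinocyte-like and 0.10 for fibroblast-like shares. Dividing no cluster before naming gave at least 8.87 for sebocyte-like shares and -0.73 for *Cers4*. With late-like cells alone, *Plin2* (-0.73) and *Sphk1* (-2.08, from 1 UMI in each tissue) reversed, and with early-like cells alone *Fdps* (0.59) reversed. Over the genes with at least 10 UMIs in both comparisons, the median of the sphingolipid list in the wider population went from -0.81 to -0.08. Again the cause was not tested.

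The ratio of *Sptlc1* in sebocyte-like and hair follicle matrix-like cells stayed within its interval in all 17 settings that gave a value, from 0.70 to 1.17, and that of *Sphk1* stayed above 0 from 2.84 to 4.95. The ratios of *Fdft1*, from -2.57 to -0.56, and of *Cers4*, from -4.98 to -0.73, stayed below 0. For all of these genes, the settings that named no skin sebocyte-like cells rest on hair follicle matrix-like cells of skin alone. The sebocyte-like share was higher in PG in all 11 settings. The late-like over early-like ratio of *Fdft1* stayed above 0 in skin, from 2.09 to 3.18 in 6 settings, and below 0 in PG, from -2.39 to -0.65 in 10 settings. Over the remaining values, from single genes, lists and shares, 904 stayed the same, 293 moved and 14 reversed, the latter as listed above.

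The skin sebocyte-like cells were named as such only in part of the settings. Their number was 0 with 200 genes and 500 UMIs, with a mitochondrial share of at most 5%, without an upper limit and without division of clusters before naming, and 15 at resolution 2.0. Of the 49 cells, 47, 37, 49, 49 and 36, respectively, then lay in keratinocyte-like clusters. Results in skin sebocyte-like cells alone and in their stages had no value under the first 4 of these settings. Subclustering at resolution 0.3 named no stages in skin, and a mitochondrial limit of 20% named no early-like cells in PG. Division by the ratio in fibroblast-like cells gave no value for 21 results and division by that in immune-like cells for 42, *Fdft1*, *Cers4*, *Sphk1* and *Sptlc1* among the latter, because fewer than 10 UMIs were counted in the control cells of a tissue. Leaving the mitochondrial and the 50 most abundant genes out of the scaling shifted log2 ratios by 0.06 in the wider population and by -0.01 in sebocyte-like cells. The depth limits skin sebocyte-like cells most, since their 205630 UMIs put the limit for a gene without UMIs at 14.6 CPM, against 0.760 CPM in PG.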

Differences from the paper's values

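The paper's shares of cells are read by eye from its bar charts, and clusters were named again here, so the populations need not hold the same cells. A value is listed when it and the paper's are more than 1.5 times apart.

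Fibroblast-like cells made up 11.2% of the skin cells, against the paper's share of about 17% in Fig. 1D, read by eye. Among the alternatives set before the data were examined, the values with 200 genes and 500 UMIs (13.9%), with a mitochondrial share of at most 5% (13.1%) or 20% (12.2%), without the removal of doublets (13.4%), at resolution 0.5 (12.0%) and with joint clustering (12.7%) were within 1.5 times of the paper's. Those with 1000 genes and 2000 UMIs (8.78%), without an upper limit (11.0%) and at resolution 2.0 (11.2%) were not.

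Immune-like cells made up 5.60% of the PG cells, against the paper's share of about 10% in Fig. 1D, read by eye. With 200 genes and 500 UMIs the share was 9.44%, within 1.5 times of the paper's, and none of the other alternatives set before the data were examined closed the gap, with values from 2.24% to 6.08%.

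Sebocyte-like and hair follicle matrix-like cells together made up 14.0% of the 8226 skin cells, against the paper's share of about 7.5% of SEB in skin in Fig. 1D, read by eye. The paper's SEB may be another set of cells, so no direction is drawn. None of the alternatives set before the data were examined closed the gap, with values from 11.3% with a mitochondrial share of at most 5% to 18.5% with 1000 genes and 2000 UMIs. Sebocyte-like cells alone made up 0.596%.

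Late-like cells made up 5.57% of the 808 sebocyte-like cells of PG, against the paper's share of about 40% of the SEB of PG in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap, with values from 2.96% without an upper limit to 10.3% with a mitochondrial share of at most 5%.

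In skin, early-like cells made up 3.12% of the 1155 sebocyte-like and hair follicle matrix-like cells, against the paper's share of about 5% in Fig. 2B, read by eye. With 1000 genes and 2000 UMIs (3.69%) and with a mitochondrial share of at most 20% (4.03%) the gap closed. It did not without the removal of doublets (2.95%), at resolution 0.5 (3.11%), with joint clustering (2.85%) and at a subclustering resolution of 1.0 (1.39%), and the other alternatives set before the data were examined gave no value. Late-like cells made up 1.13%, against the paper's share of about 2% in Fig. 2B, read by eye, and 1.35% with 1000 genes and 2000 UMIs was the sole alternative of those set before the data were examined to close the gap.

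The paper states that *Sgms1* was higher in sSEB. Its log2 ratio, PG over skin, was 0.07 with hair follicle matrix-like cells in the skin population and -1.13 without them, and both intervals included 0. The paper states that *Smpd1* was higher in sSEB, and the log2 ratio was -1.73 with the hair follicle matrix-like cells and 0.78 (-1.80 to 6.13) without them. The paper states that *Prdm1* positive stem cells were found in sSEB and not in pSEB. Here the sebocyte-like cells of skin held 1 *Prdm1* UMI, or 4.86 CPM (0.123 to 27.1), and those of PG 6 UMIs, or 1.52 CPM (0.558 to 3.31). The levels in sebocyte-like cells thus overlap within counting error. The paper's sSEB include hair follicle-associated clusters, however. In the hair follicle matrix-like cells of skin, *Prdm1* was higher than in the sebocyte-like cells of PG, with intervals apart, which is the paper's direction. The paper states that the HF/SEB3 cluster was present in both tissues, and no hair follicle matrix-like cluster was named in PG. The paper describes *Asah1* as higher in sSEB, and the ratio was -4.23 (-6.13 to -2.82) with the hair follicle matrix-like cells, but without them it was -2.26 (-5.60 to 3.36), with 1 UMI in skin. It describes *Sptlc1* as higher in pSEB, and the ratio was 0.99 with the hair follicle matrix-like cells and 1.11 (-0.14 to 2.75) without them, an interval that includes 0. It ties *Cers4* nearly wholly to sSEB, and *Cers4* was among the leading genes of a subcluster of 127 sebocyte-like cells of PG, though its level over all of these, 17.0 CPM, was not above the 26.4 CPM of PG fibroblast-like cells. For *Asah1*, *Sptlc1* and *Cers4* the paper also reports protein staining of the glands in the same directions, which was not analysed here.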

Other observations

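The tests of hair follicle matrix-like cells in the skin population, of the libraries for *Fdft1*, *Cers4* and *Sphk1* and of free RNA for *Pparg* were chosen only after the result was seen. The tests of the ratios of all genes and of the clusters behind *Pparg* were chosen before.

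Ratios between tissues changed with the cells counted as skin SEB. *Ctnnb1* was lower in PG when hair follicle matrix-like cells were included (-1.19 on the log2 scale), and its ratio in sebocyte-like cells alone was -0.21, with an interval that includes 0. This is consistent with hair follicle matrix-like cells as the source of that difference. For *Fdft1* and *Cers4* these cells are argued against as the source, since the ratios in sebocyte-like cells alone were further from 0, at -2.57 and -4.98. For *Asah1* the ratio in sebocyte-like cells alone was -2.26, but it rests on 1 UMI in skin. From these counts, a difference between SEB and one carried by hair follicle matrix-like cells cannot be told apart. The paper also reports more *Asah1* protein in SG than in PG from immunofluorescence, which was not analysed here.

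A difference between libraries is confounded with the tissue. The barcode lists differ in size, so the chemistry of the libraries may differ too, which was not tested. Across 2573 genes, the log2 ratios in sebocyte-like cells correlated with those in fibroblast-like cells, with Spearman's rho of 0.563. The values in immune-like and keratinocyte-like cells were 0.521 and 0.609. Genes are not independent replicates, and no p-value is given. Such a correlation is consistent with a part of the ratios that belongs to the library or to RNA shared within a suspension, and also with a response common to all cells of a tissue, which was not tested. For *Fdft1* the library is argued against, since its ratio was 0.29 (-0.67 to 1.22) in fibroblast-like, -0.49 in keratinocyte-like and 3.06 in immune-like cells (2 UMIs in skin), against -2.57 in sebocyte-like cells. For *Cers4* the ratio was 0.36 in fibroblast-like cells, whose interval excludes the -4.98 of sebocyte-like cells, but it was -4.75 in keratinocyte-like and -4.47 in immune-like cells (1 UMI in PG, -9.83 to -1.84). In endothelial-like cells the ratio of *Cers4* was -0.47 (-2.07 to 0.88, 6 UMIs in PG), an interval that excludes -4.98 too. A difference between libraries or one shared across the tissue cannot be told apart for *Cers4* from one between SEB, because the control classes are divided. For *Sphk1* the ratio in fibroblast-like cells was 0.96 (0.10 to 1.82), whose interval overlaps that of sebocyte-like cells (1.47 to 4.72), so a difference between libraries and between SEB cannot be told apart.

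*Pparg* was found in keratinocyte-like cells of PG, at 24.4 CPM (187 UMIs), against 0.193 CPM in those of skin. Free RNA is argued against, since 24.4 CPM is 110% of the level of *Pparg* in the free RNA of PG, while *Awat2*, a gene of late SEB, stood at 2.94% of its level in free RNA in the same cells. A single cluster with 41.0% of the keratinocyte-like cells held 64.2% of the *Pparg* UMIs, which leaves open whether cells on the way to SEB were named keratinocyte-like. No biological explanation beyond this was tested.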
